A study of Mus musculus with 8 samples. Its data were reported in "Argonaute 2 drives resistance to immune checkpoint inhibitors in immunorefractory non-small cell lung cancer" (2026).

How the data were processed

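RNA-seq was performed on 8 subcutaneous LLC tumors in C57BL/6J mice, 4 wild-type and 4 labelled Ago2 knock-out (ΔAgo2), sampled at day 12. Per the labels, tumors were lysed in TRIzol, libraries were made with a stranded Illumina mRNA kit with ligated adapters, and sequencing on a NovaSeq was paired-end at 100 bp. The paper states that the knock-out was made with a lentiviral CRISPR guide followed by single-cell cloning. Groups and replicate numbers were taken from the sample titles and genotype labels, and all libraries carry batch label 1.

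The authors deposited raw gene counts, which are whole numbers per gene and library with no normalization. For bulk RNA-seq the paper states that reads were aligned to a ribosomal RNA database and then to mm10 and counted with featureCounts. That description was written for cultured cells, and the same was assumed for the tumors. For the gene counts, the aligner, annotation release, strand setting and treatment of reads that map to several places were not stated. The paper names STAR, and a primary-alignment setting for such reads, only for its separate count of transposable elements, which was not analysed here. Therefore counts of genes with near-identical copies or overlapping neighbours are uncertain. The authors also deposited TPM values, made by dividing counts by gene length and scaling each library to the same total. Each TPM column summed to 1e+06 within rounding, and the ratio of count to TPM correlated with annotated gene length at 0.998 in each library. Identifiers were matched to GENCODE release M21 on GRCm38, the build named by the authors, and 99.29% of the 55487 identifiers matched with their version. Coordinates, gene length, GC content and 3'UTR sequence came from that annotation and genome.

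Counts were analysed in R 4.3.3 with edgeR 4.0.16, and annotation was read in Python 3.11.15. Genes were filtered with filterByExpr, libraries were scaled by TMM, and genotypes were compared with the quasi-likelihood test with no covariate and Benjamini-Hochberg adjustment over the genes tested, at 0.05. A count minimum was thus applied before any test, and genes under it have no result. CPM values use TMM-scaled library totals, and log2 CPM uses a prior count of 2. The study's methods, in the passage on cultured cells, name DESeq2 without the kind of test, and its Wald test was run as an alternative. The genes named were Ago2, the 15 IFN signature genes, members of a reported list, and the 5 highest and 5 lowest log2 fold changes among genes past the threshold with groups that do not overlap and a mean of at least 1 CPM.

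The 21 gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with fry and an estimated correlation as alternatives. The IFN signature list was taken from the study, which chose it on these tumors. The other lists were written from general knowledge and leave out the signature genes, but the paper and its supplementary tables of expression and enrichment had been read first, so they are not blind to the study's findings. In 4 lists 1 gene is shared with another list. The signature score was compared by an exact two-sided permutation test over 70 assignments. Sites of 13 microRNA families, written from general knowledge, were compared with 100 shuffled sites, of which 83 occurred in at least 50 genes.

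The labels give a target of 50 M reads for each library and do not state whether libraries came from more than 1 preparation or sequencing run. Depth ran from 7903288 to 268564145 counts per library, and a count of 0 allows up to 3 counts of the library total. Low genes are therefore measured less precisely in the shallow libraries. Trends on GC content or length were fitted per library over genes with a mean of at least 50 counts and entered as offsets. Alternatives were other scalings (DESeq2 size factors, total counts, upper quartile), DESeq2 1.42.0, limma voom with quality weights, no count filter, at least 10 counts in every library, the replicate number as a block, leaving out each library, thinning to the shallowest library, length and GC corrections, the block with either correction, and limma on log2(TPM + 1) or log2(TPM + 0.1) with a filter of 0.5 TPM in at least 4 libraries or none. The lists, the tests between genotypes, the rule for named genes and these alternatives were chosen before the data were examined, except the replicate block with the GC correction, which was added after the GC trend was seen.

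The procedure was tested on simulated counts drawn from the real means and library sizes, each gene independently of the others. The planted log2 changes were 2 in size, or 1.5 for a list of 15 genes. Smaller changes were not tried, so the share recovered does not hold for them. Of 215 changed genes, 207 were among the 15804 genes that passed the filter, 172 of these (83.1%) were recovered with the right sign and 4.97% of the calls were false. With no gene changed, 0 of 15814 genes were called. A simulated GC trend gave 201 false calls among 15791 genes, and 0 after the correction. That trend was the same in every library labelled ΔAgo2, whereas the real trends differed from library to library. The study's cell culture and flow cytometry experiments were not analysed here.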

Results

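RNA was sequenced from Lewis lung carcinoma (LLC) tumors, a mouse lung cancer line grown under the skin of C57BL/6J mice, taken at day 12 after engraftment. Of the 8 tumors, 4 carried wild-type cancer cells and 4 carried cancer cells labelled Ago2 knock-out (ΔAgo2). Each tumor came from another mouse, and all 8 libraries carried the same batch label. Argonaute 2 (Ago2) is the protein that holds small RNAs and cuts matching transcripts in RNA interference. The study profiled these tumors to find how Ago2 favors tumor growth. It reported that interferon (IFN) signaling was raised in tumors whose cancer cells had lost Ago2. Total gene counts were 52809635, 20683668, 47146746 and 7903288 in wild-type tumors 1 to 4. They were 53667597, 106188416, 31846706 and 268564145 in tumors 1 to 4 labelled ΔAgo2. A gene with 0 counts could have been present at up to 0.38 CPM (the count scaled to a common library total of 1e+06) in the shallowest library and up to 0.0112 CPM in the deepest. These limits cover counting error only, since the reads carry no molecular identifiers. Libraries of one group differed by more than sampling noise in every pair, with a chi-square per degree of freedom from 42.8 to 808. This excludes only repeat sequencing of a single library, since tumors of different mice would exceed such noise anyway. All 8 were kept as separate replicates. The paper states that a single clone was chosen for engraftment, so the tumors labelled ΔAgo2 replicate mice and not knock-outs. A trait of that clone cannot be told apart here from loss of Ago2.

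**Figure D1:**
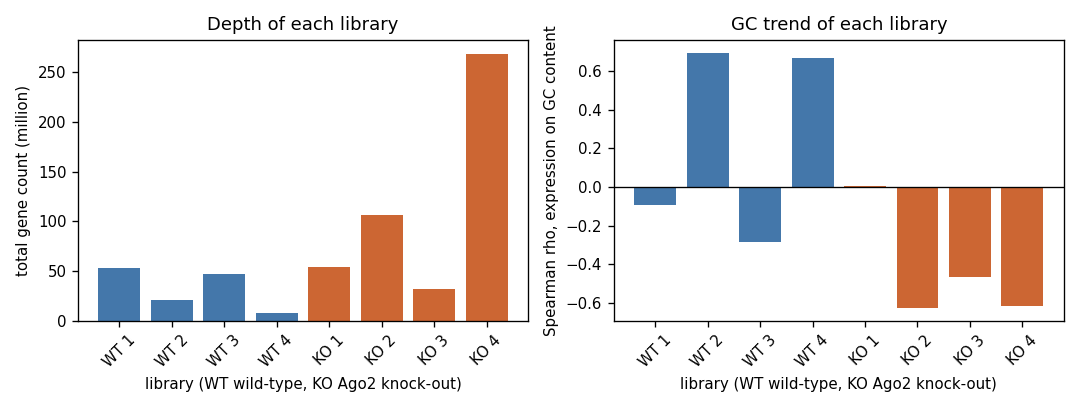
Total gene count of each library (left) and the Spearman correlation across genes of each library's expression, relative to the mean of all libraries, with the GC content of the gene (right), for 4 wild-type (WT) and 4 Ago2 knock-out (KO) tumors; each bar is 1 library. Depth ran from 7903288 to 268564145 counts, and the GC correlation was highest in wild-type tumors 2 and 4 and lowest in ΔAgo2 tumors 2, 4 and 3.

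The targeted gene was examined first because it checks the labels. The guide GATACCTGTTCACTCTCCGA lies antisense to Ago2, with 15 of its bases in exon 2 of 19 of transcript Ago2-201, in coding sequence, at chromosome 15, positions 73146370 to 73146384 of GRCm38 (mm10). The other 5 bases run past the end of the exon and were not checked against the genome here. Ago2 (ENSMUSG00000036698.11) stood at 129.9, 195, 151.3 and 138.5 CPM in wild-type tumors 1 to 4. In tumors 1 to 4 labelled ΔAgo2 it stood at 118.3, 354.7, 215 and 270.1 CPM. The means were 153.7 ± 28.9 CPM (SD, n = 4) and 239.5 ± 99.2 CPM (SD, n = 4). The log2 fold change was 0.64 with a standard error of 0.30 and an adjusted p of 0.205 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The Ago2 transcript was therefore not lower in the tumors labelled ΔAgo2, and its level does not check the labels. An edited allele can leave a transcript in place, and host cells of the tumor keep Ago2. For the knock-out itself, the paper relies on a Western blot of Ago2 protein in the cell lines. It also reports that giving Ago2 back restored tumor growth. Neither experiment was examined here. Every direction below rests on the genotype labels. Removal of each library's trend on gene length moved this value the most, to 0.21 with an adjusted p of 0.497. Without ΔAgo2 tumor 2 it was 0.38 with an adjusted p of 0.508. It passed the threshold with limma voom and sample quality weights, at 0.86 with an adjusted p of 0.0140, and without ΔAgo2 tumor 1, at 0.85 with an adjusted p of 0.0441. Adjusted p-values over the alternatives ran from 0.0140 to 0.508.

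Of 55487 genes in the count table, 25143 had 0 counts in all libraries and 16061 were tested for a difference between genotypes. An adjusted p under 0.05 was reached by 560 genes, of which 219 were higher and 341 lower in tumors labelled ΔAgo2. All 560 changed by at least 1.2-fold, and 438 passed an absolute log2 fold change of 1.2, with 161 higher and 277 lower. At an unadjusted p under 0.05 there were 4281 genes. The 4 values of one group lay apart from the 4 of the other in 555 of the 560 genes, and in 2635 of the genes tested (16.4%), where chance gives 2.86%. Among the unpaired settings, limma voom with quality weights moved the count the most, to 4476 genes. Single libraries also decided much of it, with 1793 genes called without ΔAgo2 tumor 1 and 88 without ΔAgo2 tumor 4. The log2 fold change fell with the GC content of the gene, with a Spearman correlation of -0.574 across genes, which are not independent replicates. After removal of each library's GC trend, 607 genes were called, 298 higher and 309 lower, and 389 of the 560 genes were among them.

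**Figure D2:**
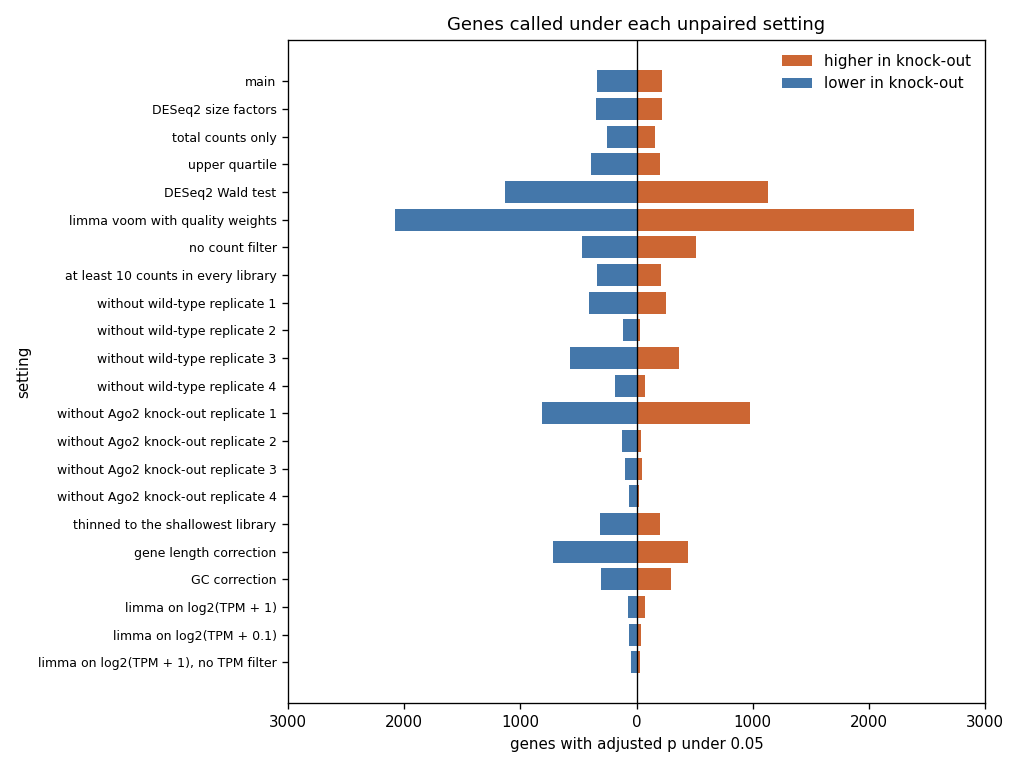
Number of genes with an adjusted p under 0.05 under the settings that treat the 8 tumors as unpaired, with genes higher in tumors labelled ΔAgo2 drawn to the right of 0 and lower ones to the left. The main setting gave 219 higher and 341 lower genes, and the totals ran from 77 with no TPM filter to 4476 with limma voom over the settings drawn.

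Among genes that passed the threshold, had groups that did not overlap and averaged at least 1 CPM, the 5 with the highest and the 5 with the lowest log2 fold change were named by a rule set in advance. Ccdc68 (ENSMUSG00000038903.13, chromosome 18, 69925426 to 69969484) had the highest, 5.16 with a standard error of 0.66 and an edgeR adjusted p of 0.00323. It rose from 0.223 ± 0.246 CPM (SD, n = 4) to 5.98 ± 1.43 CPM (SD, n = 4), and 1 wild-type library held 0 counts of it. Olr1 (ENSMUSG00000030162.14, chromosome 6, 129485244 to 129507165) rose by 4.09 with a standard error of 0.39, from 2.37 ± 0.403 to 40.8 ± 18.6 CPM (SD, n = 4), with an adjusted p of 0.00152. Gm47015, Tnnt2 and Tppp followed with 3.64, 3.45 and 3.02. Each of these 3 had 0 counts in wild-type tumor 4, the shallowest library. Lrrn3 (ENSMUSG00000036295.5, chromosome 12, 41451668 to 41486431) fell by 5.59 on the log2 scale with a standard error of 0.64 and an adjusted p of 0.00215. It went from 2.62 ± 1.43 to 0.0474 ± 0.0317 CPM (SD, n = 4). ΔAgo2 tumors 1 and 3 held 3 and 0 counts of it, no more than the limit that a count of 0 allows, and ΔAgo2 tumors 2 and 4 held 7 and 19 counts. Agtr2, Gap43 and Pnck had log2 fold changes of -4.90, -4.70 and -4.54. Bc1, a short noncoding RNA, had -4.33 with a standard error of 0.98, and its wild-type level of 1116 ± 1477 CPM (SD, n = 4) varied by more than its mean. Among the 8 fits that each left out 1 library, Ccdc68, Olr1, Gm47015, Lrrn3, Agtr2 and Pnck were called in all 8, Gap43 in 7, Tnnt2 in 5, Bc1 in 3 and Tppp in 2.

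The IFN signature consisted of 15 genes that the study chose from these same tumors, so tests of it are not independent evidence. All 15 were higher in tumors labelled ΔAgo2, with log2 fold changes from 1.29 (Cxcl10) to 2.01 (Rsad2). Over all genes tested, 7 of the 15 had an adjusted p under 0.05, and 15 had one when adjusted over the list alone. Rsad2 (ENSMUSG00000020641.16, chromosome 12, 26442746 to 26456452) rose from 14.4 ± 8.48 to 58.8 ± 13.4 CPM (SD, n = 4), with an edgeR adjusted p of 0.0177. Ccl2 (ENSMUSG00000035385.5, chromosome 11, 82035571 to 82037453) rose from 113.7 ± 41.5 to 350.9 ± 41.6 CPM (SD, n = 4), with a log2 fold change of 1.62 and an adjusted p of 0.0150. Vcam1 (ENSMUSG00000027962.14, chromosome 3, 116109949 to 116129688) rose from 91.2 ± 34.9 to 277.4 ± 37.6 CPM (SD, n = 4), with a log2 fold change of 1.60 and an adjusted p of 0.0147. Oas2, Gbp3, Cd40 and Il15 also passed, with log2 fold changes of 1.61, 1.45, 1.44 and 1.33. The other genes, Ifih1, Cxcl10, Gbp4, Usp18, Mx1, Ifit1, Ifit2 and Ifit3, had adjusted p-values from 0.0560 to 0.107. The number that passed depended on single libraries, with 11 without wild-type tumor 1 and 1 without ΔAgo2 tumor 4.

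**Figure D3:**
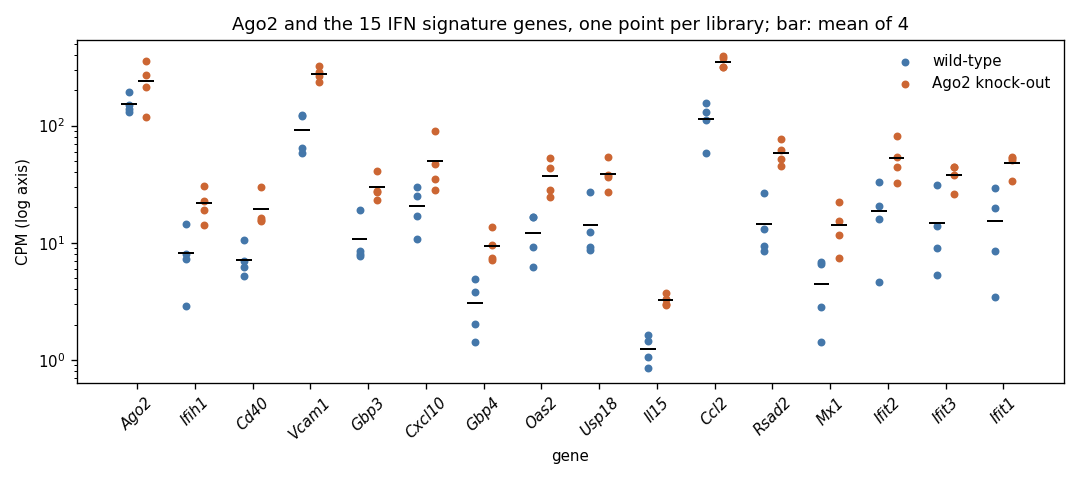
Level of Ago2 and the 15 IFN signature genes in CPM on a log axis, with a point for each library and a bar at the mean of the 4 libraries of a group. The means of all 15 signature genes are higher in Ago2 knock-out tumors, and the Ago2 mean is 153.7 CPM in wild-type and 239.5 CPM in knock-out tumors.

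The signature score, the mean log2 CPM of the 15 genes, was 3.46 ± 0.592 (SD, n = 4) in wild-type tumors and 5.12 ± 0.238 (SD, n = 4) in tumors labelled ΔAgo2. The difference of 1.66 had a p of 0.0286 in an exact two-sided permutation test over 70 assignments, the smallest p that this design can give. The scores were 4.25, 3.36, 3.42 and 2.82 in wild-type tumors 1 to 4 and 5.10, 5.42, 5.11 and 4.84 in tumors 1 to 4 labelled ΔAgo2, so the groups did not overlap. Without any 1 of the ΔAgo2 tumors the exact permutation p was 0.0571, with differences from 1.55 to 1.76. Without any 1 of the wild-type tumors it was 0.0286, with differences from 1.45 to 1.93. Fewer than 70 assignments are possible with 1 library left out, so these p-values move in larger steps. The step from 0.0286 to 0.0571 does not by itself show that the result leans on the ΔAgo2 tumors.

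To ask which programs and cell types moved with genotype, 21 gene lists were tested with camera at a preset correlation of 0.01 and Benjamini-Hochberg adjustment over the lists. The mean log2 fold change of the IFN signature was 1.52 with an adjusted p of 4.6e-13. Limma voom moved it the most, to 1.10, and it still passed. Type I interferon genes outside the signature had a mean of 0.92, with 38 of 39 higher and an adjusted p of 9.4e-11, and 0.51 with limma voom, where they still passed. IFN-gamma and antigen presentation genes had a mean of 0.49, with 26 of 36 higher and an adjusted p of 0.0131. Without ΔAgo2 tumor 1 this mean was 0.15 and did not pass, and without wild-type tumor 3 it was 0.38 and did not pass. TNF and NF-kB inflammatory genes had a mean of -0.41, with 6 of 33 higher and an adjusted p of 0.0200. This list no longer passed without wild-type tumor 4, where its mean was -0.17, without wild-type tumor 3 at -0.38, or without ΔAgo2 tumor 2 at -0.34. Skeletal muscle markers had a mean of -2.81, with 0 of 10 higher and an adjusted p of 6.1e-04, and without wild-type tumor 3 it was -0.88. Skin keratinocyte markers had a mean of 1.26, with 10 of 10 higher and an adjusted p of 0.00124, and without wild-type tumor 3 it was 0.87.

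No other list passed by camera in the main setting. Pan-leukocyte markers had a mean log2 fold change of 0.20 with an adjusted p of 0.663, and -0.09 with limma voom. Natural killer (NK) cell markers had 0.65, with 8 of 10 higher and an adjusted p of 0.0503. This list passed under the other 3 scalings, with adjusted p-values from 0.0441 to 0.0488, with the length correction (0.0385), without wild-type tumor 1 (mean 1.07, adjusted p 0.00865), without ΔAgo2 tumor 2 (0.0437) and without ΔAgo2 tumor 4 (0.0141). Its mean was 0.23 with an adjusted p of 0.729 after the GC correction, and 0.40 with an adjusted p of 0.604 at equal depth. Proliferation genes had 0.38, with an adjusted p of 0.0666, and passed with total counts (0.0479), with the length correction (0.0448), without ΔAgo2 tumor 2 (0.0475) and without ΔAgo2 tumor 4 (0.0313). RNA interference pathway genes other than Ago2 had 0.41 and fibroblast markers had -0.36, both with an adjusted p of 0.121. The former passed without ΔAgo2 tumor 1, at 0.53 with an adjusted p of 0.0173. Fibroblast markers passed with the GC correction (0.0467), with the length correction (0.0486) and without wild-type tumor 4 (mean -0.46, adjusted p 0.0342), but stood at -0.10 with an adjusted p of 0.608 without wild-type tumor 3. Mean log2 fold changes were 0.45 for CD8 and cytotoxic markers, 0.23 for T cell markers, 0.22 for CD4 and regulatory T cell markers, 0.18 for macrophage and monocyte markers and 0.14 for B cell markers. They were -0.04 for adipocyte markers, -0.10 for neutrophil markers, -0.15 for dendritic cell markers, -0.20 for endothelial markers and -0.31 for red blood cell markers, and the adjusted p of these 10 lists ran from 0.412 to 0.984. Without ΔAgo2 tumor 1 the CD8, T cell, CD4, macrophage and B cell means changed sign, to -0.20, -0.42, -0.07, -0.06 and -0.42. At equal depth the T cell and B cell means were -0.23 and -0.04. Single libraries also turned the sign of the neutrophil, adipocyte and red blood cell means, to 0.03 and 1.18 for neutrophil and adipocyte markers without wild-type tumor 3 and to 0.16 for red blood cell markers without wild-type tumor 4. Of the 6 lists past camera, only the IFN signature also passed by fry, with an adjusted p of 0.00876, as did the proliferation genes with the same value. The type I interferon genes had 0.0556 by fry. With the correlation between genes estimated from the libraries, 0 of the 21 lists passed, and 1 had an unadjusted p under 0.05.

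**Figure D4:**
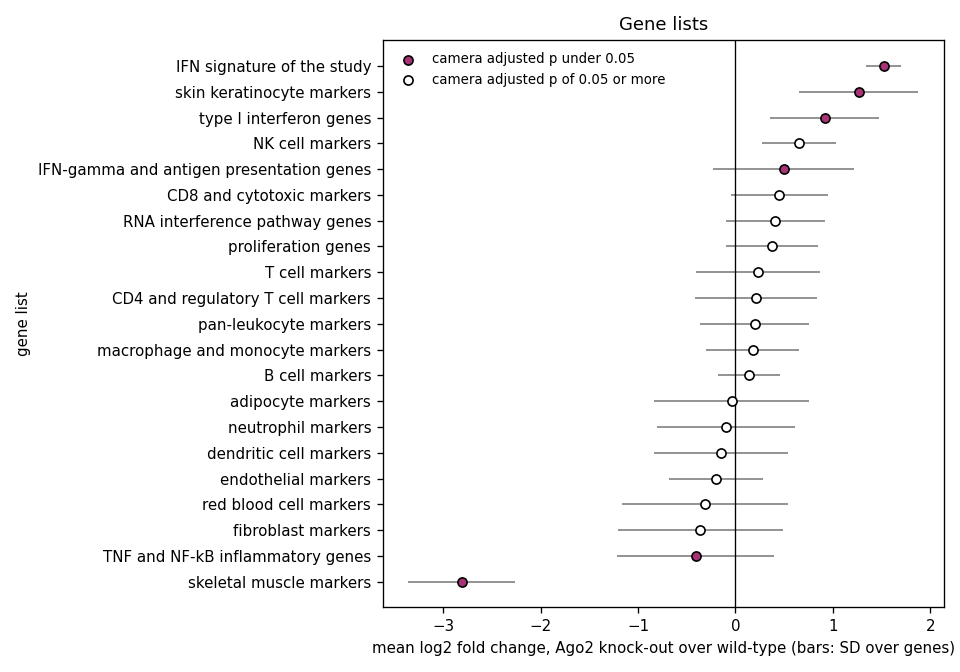
Mean log2 fold change of each of the 21 gene lists, Ago2 knock-out over wild-type, with bars giving the SD over the genes of the list; filled points have a camera adjusted p under 0.05. The IFN signature sits at 1.52 and the skeletal muscle markers at -2.81, and 6 lists are filled.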

Values the study reported

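The study reported that 406 genes differed by at least 1.2-fold between wild-type and ΔAgo2 tumors, and that 394 of these were higher in ΔAgo2 tumors.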

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

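The tests in this part were written down before their results were seen, and none was chosen afterwards. In 108 groups of 4 values, a gap test asked whether the highest or lowest library stood apart from the 3 others of its genotype. It singled out 9 values, where about 5.4 are due by chance, so a single case carries little weight.

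Among list means, in log2 CPM, wild-type tumor 4 had 4.83 for RNA interference pathway genes, where the other wild-type tumors had 5.13 to 5.16. Wild-type tumor 3 had 1.71 for dendritic cell markers, against 1.96 to 1.99. ΔAgo2 tumor 1 had 2.75 for CD8 and cytotoxic markers, against 1.03 to 1.27, and 6.29 for fibroblast markers, against 6.64 to 6.70. ΔAgo2 tumor 2 had 3.56 for endothelial markers, against 3.95 to 3.97.

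Among named genes, Cd40 stood at 29.9 CPM in ΔAgo2 tumor 1, against 15.3 to 16.3 CPM in the other ΔAgo2 tumors. Gbp3 stood at 19.1 CPM in wild-type tumor 1, against 7.68 to 8.56 CPM. Ifit1 stood at 33.6 CPM in ΔAgo2 tumor 4, against 51.3 to 53.4 CPM. Lrrn3 had 0 counts in ΔAgo2 tumor 3 and 0.0614 to 0.0665 CPM in the others, and 0 counts in tumor 3 allow up to 0.0942 CPM, so this gap was not detectable at its depth.

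GC content bias or a difference in sequencing depth may contribute to some of these gaps. With the GC trend removed, 3 of the 9 stayed beyond the critical value, namely dendritic cell markers, CD8 and cytotoxic markers, and Cd40. At equal depth 5 of the 8 that can be tested stayed, namely RNA interference pathway genes, endothelial markers, Cd40, Gbp3 and Ifit1. Lrrn3 cannot be tested there, since all ΔAgo2 tumors held at most 1 count of it. Cd40 in ΔAgo2 tumor 1 alone stayed under both. A value that drops back below the critical value does not show the trend or the depth to be its cause, and each value rests on 1 library, so chance, GC content and depth cannot be told apart for the set. The cellular make-up of ΔAgo2 tumor 1 could differ, with more cytotoxic cells and fewer fibroblasts, but the labels give no group within a genotype and no biological explanation was tested.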

How the results depend on the processing

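All alternatives in this part were planned except the replicate block with the GC correction, which was chosen after seeing the data. Counts are given in the order all changed genes, higher, lower, changed at least 1.2-fold, absolute log2 fold change over 1.2, and IFN signature genes, with those that moved by over 1.5 times. The values without an alternative are 560, 219, 341, 560, 438 and 7.

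Counts stayed within 1.5 times with DESeq2 size factors (566 genes, 555 of the 560 kept), upper quartile scaling (596, 540 kept), at least 10 counts in every library (550, 453 kept), equal depth (514, 409 kept) and the GC correction (607, 389 kept). Total counts left 4 IFN signature genes. The DESeq2 Wald test gave 2265, 1129, 1136, 2265, 1159 and 15, and kept all 560. Limma voom gave 4476, 2393, 2083, 4476, 1242 and 11, and kept 559. Under voom the IFN signature mean was 1.10 and type I interferon genes 0.51, the lowest of any setting though both passed, Ago2 passed the threshold with a log2 fold change of 0.86, the IFN-gamma list at 0.11 and the TNF list at -0.26 no longer passed, and pan-leukocyte markers reversed to -0.088 with no call in either. No count filter gave 983 genes, 515 higher, 983 at 1.2-fold, 770 past log2 1.2 and 13 signature genes. The length correction gave 1158, 439 higher, 719 lower and 1158 at 1.2-fold, and took Ago2 to 0.21. Except where the number of genes tested changed with the filter, the cause was not tested.

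Limma on log2(TPM + 1) gave 153, 77, 76, 153, 125 and 3. With a pseudocount of 0.1 it gave 107, 41, 66, 107, 104 and 2, and with no TPM filter 77, 33, 44, 72, 39 and 1. The median log2 fold change of all genes was 0.214 and 0.284 with pseudocounts 1 and 0.1, and 0.0301 with no TPM filter, against 0.0393 in the main setting on counts. On counts it was 0.158 with no count filter and -0.152 with the DESeq2 Wald test, each over 30344 genes. Calls with either pseudocount under the TPM filter are therefore relative to a shifted centre, and the cause of that shift was not tested. The medians over 30344 genes cover many genes outside the main setting's 16061, so they do not show such a shift. With the Wald test Ago2 had 0.6386 and the IFN signature a mean of 1.526, against 0.6401 and 1.523 in the main setting. With no count filter these were 0.7114 and 1.571. Lower calls outnumbered higher ones under most settings, but not under voom (46.5% lower), no count filter (47.6%), log2(TPM + 1) (49.7%) or without ΔAgo2 tumor 1 (45.4%), and barely under the DESeq2 Wald test (50.2%).

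The labels number the tumors 1 to 4 in both genotypes. Deviations of same-numbered tumors from their group means correlated at -0.236, 0.103, -0.0448 and -0.29, so the numbers do not pair the samples. With the replicate block, counts were 70, 13, 57, 70, 70 and 0, while all 15 signature genes were higher and 15 had an unadjusted p under 0.05. NK cell markers passed with the block, at 0.89. The block with the length correction gave 140, 40, 100, 140, 137 and 3. The block with the GC correction gave 309, 139, 170, 309 and 232. A block that does not pair the samples uses up degrees of freedom, and lost calls say nothing of the size of an effect.

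Across the 8 fits that each left out 1 library, changed genes ran from 88 (without ΔAgo2 tumor 4) to 1793 (without ΔAgo2 tumor 1), higher genes from 20 to 979, lower genes from 68 to 814, genes at 1.2-fold from 88 to 1793, genes past log2 1.2 from 88 to 1017, and signature genes from 1 to 11. Without ΔAgo2 tumor 4, 87 of the 560 were kept, and without ΔAgo2 tumor 1, 559. Ago2 ran from 0.38 (without ΔAgo2 tumor 2) to 0.85 and passed only without ΔAgo2 tumor 1. The IFN signature mean ran from 1.40 to 1.85 and type I interferon genes from 0.80 to 1.18, and both passed by camera in all 8 fits. The IFN-gamma list ran from 0.15 (without ΔAgo2 tumor 1) to 0.64, the TNF list from -0.54 to -0.17 (without wild-type tumor 4), pan-leukocyte markers from 0.02 (without ΔAgo2 tumor 1) to 0.30, lists past the threshold from 4 to 8, and the signature score difference from 1.45 to 1.93. The score had an exact permutation p of 0.0571 without any 1 of the ΔAgo2 tumors and of 0.0286 without any 1 of the wild-type tumors. Both come from fewer assignments than the full test, so they move in larger steps.

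By fry, 2 lists passed, and type I interferon (0.92), IFN-gamma (0.49) and TNF (-0.41) genes did not. With the estimated correlation 0 lists passed, 1 at an unadjusted p under 0.05, and the IFN signature (1.52), type I interferon (0.92), IFN-gamma (0.49) and TNF (-0.41) lists did not. The means are those of camera, since only the test changes. For named genes, 404 of 512 values under an alternative kept their direction and call, 72 lost the call (in 11 genes), 36 gained it (in 8 genes) and 0 reversed. Of 17 named genes called, 6 were called in all 8 fits without 1 library, 5 in 4 to 7 and 6 in under 4. Depth limits low genes, since 12640 genes could be tested at equal depth against 16061.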

Other observations

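Chosen after their results were seen were the tests on leukocyte markers, fibroblast markers, the loss of the Ago2 transcript, mislabelling, the fold change threshold, muscle, skin, structured RNA and the TNF list without wild-type tumor 4. For all tests here, the limits used to read them were set after the values of the alternatives had been seen.

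The rise of the IFN signature was larger than other divisions of the same tumors gave. Of the 35 splits of the 8 libraries into 4 and 4, 1, the real one, reached its mean, and the next reached 1.17. Likewise 1 of the 35 splits, the real one, gave 560 or more changed genes. The other 34 gave 0. At an unadjusted p under 0.05 the real split had 4281 genes and the others 54 to 4792, so it was not the largest by that count. The split with 4792 set wild-type tumors 1, 2 and 4 and ΔAgo2 tumor 1, which have the 4 highest GC correlations, against the rest, and another with 4407 set ΔAgo2 tumors 2, 3 and 4 and wild-type tumor 1 against the rest. The list was picked by the study on these tumors, which favors the real split for the signature.

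Several values argue against technical sources as the whole cause of the signature's mean of 1.52. It was 1.51 at equal depth, 1.40 without wild-type tumor 4, the shallowest library, 1.53 with the length trend removed and 1.29 with the GC trend removed, and it passed by camera each time. Pan-leukocyte markers rose by 0.20, less than the signature by more than their spread, which speaks against more leukocytes of all kinds as the whole cause. Fibroblast markers had a mean of -0.36 with an SD of 0.85 over genes, 4 higher and 7 lower, so they did not rise as a set. A lower share of tumor cells would raise the markers of all host cells alike. Whether these markers came from host cells was not tested, so they do not exclude such a lower share. The fibroblast mean leaned on wild-type tumor 3, without which it was -0.10, still far below the signature. More host cells could still contribute. Xist, which cells of female hosts would supply, had a log2 fold change of 1.59, but it stood at 67.8, 447.6, 65.6 and 219.9 CPM in tumors 1 to 4 labelled ΔAgo2, against 54.5 to 92.4 CPM in wild-type tumors, and 4 Y-linked genes had a sum of 0 counts, so the sex of the line could not be read. A change in the state of the cancer cells or of some host cells, with genotype or clone, stays open and was not tested on these data. The paper did examine cultured LLC cells. It reports higher Ifih1 and Ccl2 and more double-stranded RNA in ΔAgo2 cells, and proposes that other cells of the tumor contribute as well.

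The Ago2 transcript had a log2 fold change of 0.64, and 0.21 with the length trend removed, which argues against a clear loss of the transcript in these tumors. Reads of other Argonaute genes could add to its count, and Ago1, Ago3 and Ago4 together held at most 50.4% of the Ago2 level, in wild-type tumor 1. How shared reads were counted was not stated, so this cannot be told apart. Swapped labels could not be tested either: the groups parted in 555 called genes, but these were picked by the labels. An edited allele that leaves its transcript in place stays open.

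The log2 fold change fell with GC content across genes. Per-library correlations of expression with GC content averaged 0.246 ± 0.51 (SD, n = 4) in wild-type tumors and -0.427 ± 0.296 (SD, n = 4) in tumors labelled ΔAgo2, with an exact two-sided permutation p of 0.0857, so libraries of one genotype differed by about as much as the genotypes. This is consistent with a bias of single libraries. The correlation nearest 0 in the 8 fits without 1 library was -0.489, so no 1 library made the trend alone. The libraries' GC correlation also fell with log10 depth (Pearson r -0.823, exact permutation p 0.0103, adjusted 0.0127; Spearman rho -0.714, p 0.0576, adjusted 0.0576), and r was -0.725 without wild-type tumor 4 and ΔAgo2 tumor 4. Of the called genes, 69.5% were still called with the trend removed, which argues against GC content as the whole cause of the calls. All libraries carry 1 batch label, so a difference in preparation or sequencing run behind the uneven depth was not tested.

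Of the 560 called genes, 60.9% were lower. The share was 63.2% past the log2 threshold of 1.2 and at least 61% under the 3 other scalings, so neither made the imbalance. GC content may account for part of it, since 50.9% were lower with the GC trend removed. Lower calls still outnumbered higher ones, 309 against 298, as foreseen if GC content were not the cause, but by so little that the interval of 46.9 to 55% (95%, genes taken as independent, chosen after the count was seen) includes an even split. The excess of lower calls was also absent with limma voom (46.5%), with no count filter (47.6%), with log2(TPM + 1) (49.7%) and without ΔAgo2 tumor 1 (45.4%), and nearly so with the DESeq2 Wald test (50.2%). The test, the filter, 1 library, GC content, the clone and genotype therefore all stay open as its source. Loss of microRNA repression would raise genes with sites of common microRNAs. As measured, the median shift of the 13 families was 0.19 against 0.23 for control sites. With GC content, gene length and 3'UTR length regressed out, it was 0.05 against 0.02, 14.5% of control sites (12 of 83) shifted at least as much, and 3 families lay above the controls' 95th percentile, over 13647 genes. This excludes nothing.

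Wild-type tumor 3 held far more muscle RNA and less skin RNA than the others. All 10 of the 10 muscle markers were highest there, with Acta1 at 1429 CPM against 19.5 to 223.3 CPM in the other libraries, as muscle tissue in that sample would give. Krt14 stood at 2.35 CPM there against 78.3 to 446 CPM. Dissection could thus have contributed to both list results. Without wild-type tumor 3, muscle markers still had a mean of -0.88 and skin markers 0.87, both with a camera adjusted p of 0.00803, so that library is not their whole cause. Tissue carried along in other libraries and a difference by genotype cannot be told apart for the remainder.

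The TNF list was lower in tumors labelled ΔAgo2, while the study described inflammatory and TNF gene sets as higher. The 2 are not the same measure. The study ranked all genes against database sets, by another test. The list here was written from general knowledge and leaves out the signature genes, such as Ccl2 and Cxcl10, which were all higher. Its mean was -0.39 with the GC trend removed, close to -0.41, which argues against GC content. Without wild-type tumor 4, the shallowest library, it was -0.17 with an adjusted p of 0.192, so this library may account for most of the decrease. At equal depth the mean was -0.56 with a camera adjusted p of 0.00427, which argues against depth alone as the reason.

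The share of 6 abundant structured RNAs, chosen after their values were seen, ran from 0.0504% in ΔAgo2 tumor 2 to 2.26% in wild-type tumor 4. It fell with log10 depth (Pearson r -0.801, exact permutation p 0.0127, adjusted 0.0127; Spearman rho -0.738, p 0.0458, adjusted 0.0576), and r was -0.697 without wild-type tumor 4 and ΔAgo2 tumor 4. This relation and that of GC content were 2 tested together. Neither was tested with genotype held fixed, so depth and genotype were not separated. Depth and RNA quality could both lie behind the share and cannot be told apart.

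The number of genes higher in tumors labelled ΔAgo2 was 219 here. That is lower than the value quoted from the study above. The number of lower genes was 341. That is far higher than the quoted values leave for lower genes. The caption of the study's plot of these genes gives p under 0.05 and an absolute log2 fold change over 1.2 instead. Past an absolute log2 fold change of 1.2 there were 161 higher and 277 lower genes. Under the Wald test of DESeq2, the tool named in the study's methods for cultured cells, 1129 were higher and 1136 lower. Both are higher than the quoted values give. Past the same log2 cutoff the Wald test called 1159 genes in both directions together, also more than the quoted total.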
